A study of Mus musculus with 6 samples. Its data were reported in "The transcriptomic and epigenetic map of vascular quiescence in the continuous lung endothelium" (2018).

How the data were processed

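RNA-seq of endothelial cells (EC) sorted from the lungs of C57BL/6N mice was analysed in 6 libraries, 3 from infant and 3 from young adult mice. Group and replicate number were taken from the title of each library. According to the study's methods, the lungs were digested with collagenase, and living cells that carried CD31 and CD34 and lacked the leukocyte marker PTPRC, the lymphatic markers LYVE1 and PDPN and the erythroid marker LY76 were collected by flow cytometry. RNA was extracted with a PicoPure kit and amplified into cDNA with the SMARTer Ultra Low kit, which primes on poly(A) tails and amplifies small amounts of RNA by PCR.

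The authors sequenced paired ends on a HiSeq2000, aligned the reads to the mouse genome mm10 with STAR, counted on the RefSeq annotation and tested genes with DESeq2. The deposited table held the authors' RPKM values (reads per kilobase of transcript and per 1000000 mapped reads), 1 column per library and 1 row per RefSeq transcript, rounded to 1 decimal. The STAR version and the program that computed RPKM were not stated. The table had 17241 rows, of which 206 were under an RPKM of 1 in all 6 libraries, and 0 further columns of values. Read counts were not analysed here, and the rounding did not allow whole reads to be computed back from the RPKM, so the depth of each library is unknown beyond an average coverage that the study gives, and no counting error was attached to single values. An RPKM is relative to all mapped reads of its library, so an abundant transcript in one library lowers all others in it. Values under about 1 RPKM carry a rounding step of 0.1.

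Symbols that a spreadsheet had turned into dates (24 rows, 11 genes) were restored from the RefSeq accession. For each of the 12623 genes the transcript row with the highest mean RPKM over the 6 libraries was kept. 2842 genes had more than 1 row. Positions are those of the whole gene, introns included, in the RefSeq annotation of GRCm38.p6, which has the coordinates of mm10. 98.5% of the genes (12437) matched 1 gene of that annotation.

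Because the values were RPKM, the count test of the study was replaced by limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with lmFit and eBayes with an intensity trend, the age group as the only term and Benjamini-Hochberg adjustment. Genes with an RPKM of at least 1 in at least 1 library were tested (12458 genes). A gene was called when its adjusted p was under 0.05 and its fold change on the log2(RPKM + 1) scale was over 1.75. The filter and the fold threshold are those of the study, which gives a p under 0.05 without stating whether it was adjusted. With the pseudocount of 1, fold changes of genes with low RPKM are understated. Ratios of mean RPKM are given beside them without a pseudocount. The script was tested on simulated data of 12458 genes, drawn with the means of these libraries and their variances after shrinkage towards the intensity trend. Of these, 200 were changed by 1.5 on the log2 scale. 99.0% of the changed genes were recovered in the right direction, and 3 unchanged genes were called. Simulated values had independent normal errors and the same variance in both groups, so the recovery in real libraries can be lower.

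Gene lists were fixed before the data were examined. 11 lists answered the comparisons of the study (cell cycle, induced and repressed angiogenic molecules, TGFb family, VEGF family, NOTCH, semaphorins, extracellular matrix, interferon response, antigen presentation and DNA methylation enzymes). A further 15 lists were tested as a separate family: an imprinted gene network, the dissociation response, Y-linked genes, markers of 8 cell types (endothelial, fibroblast, mural, epithelial, leukocyte, erythroid, platelet and lymphatic endothelial) and 4 EC subtypes (general capillary, aerocyte, arterial and venous). Lists with fewer than 4 tested genes (mesothelial markers and the inactive X marker) were not tested as sets. The induced and the repressed angiogenic lists were put together from molecules that the study had named from these libraries. Each list was tested with limma's camera at a preset correlation of 0.01, and p-values were adjusted within each family. Counts of called genes are given over all genes tested and, where they differ, adjusted over the list alone. The ratio of Flt1 to Kdr was compared with an exact two-sided permutation test, whose smallest p with 3 against 3 libraries is 0.1.

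The text names the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean RPKM of at least 5 and with no overlap between the groups, and genes of the lists. Alternatives were other pseudocounts (0.1 and 5), no filter on low values, a filter on the mean RPKM, 3 other scalings of the libraries, no intensity trend, robust eBayes, array weights, a replicate block, other thresholds, other set tests (fry, and camera with an estimated correlation) and leaving out each library in turn. 3 alternatives were added after seeing the data: the mean over the transcript rows of a gene, every transcript row, and rescaling without the globin genes. edgeR and DESeq2 had been planned only for counts and were not run. The methylation data of the study were not analysed here.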

Results

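Transcript levels of lung EC, the cells that line blood vessels, were compared between infant mice, whose lung vessels still grow, and young adult mice, whose lung vessels are largely at rest. The comparison addressed which genes change as EC become quiescent, a state in which they neither divide nor sprout but keep the vessel wall intact. Each age group was represented by 3 independent libraries. RPKM over all transcript rows summed to 362970, 380114 and 428155 in infant replicates 1 to 3 and to 367860, 380445 and 401025 in young adult replicates 1 to 3. The number of reads behind each library is unknown. Of the 12623 genes, 11756, 11402 and 11860 reached an RPKM of 1 in the infant libraries and 10694, 10804 and 10979 in the young adult libraries. 10146 genes reached it in all 6. A total of 1184 genes did so in at least 1 infant library and in no young adult library, against 205 genes for the opposite.

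Young adult libraries resembled each other closely, with Pearson correlations across genes between 0.986 and 0.990 on the log2(RPKM + 1) scale. Genes are not independent replicates, so these values describe the libraries only. Infant replicates 1 and 3 correlated at 0.987, whereas infant replicate 2 reached 0.963 with replicate 1 and 0.964 with replicate 3, against 0.963 with young adult replicate 3. The first principal component held 79.7% of the variance and separated the age groups. Infant replicates 1 and 3 scored -48.8 and -48.3 on it, infant replicate 2 scored -12.4, and the young adult replicates scored 41.7, 34.5 and 33.3. The 4 globin genes made up 11%, 3.41% and 23.5% of the RPKM total over genes in infant replicates 1 to 3 and 0.307%, 0.487% and 0.397% in young adult replicates 1 to 3.

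**Figure D1:**
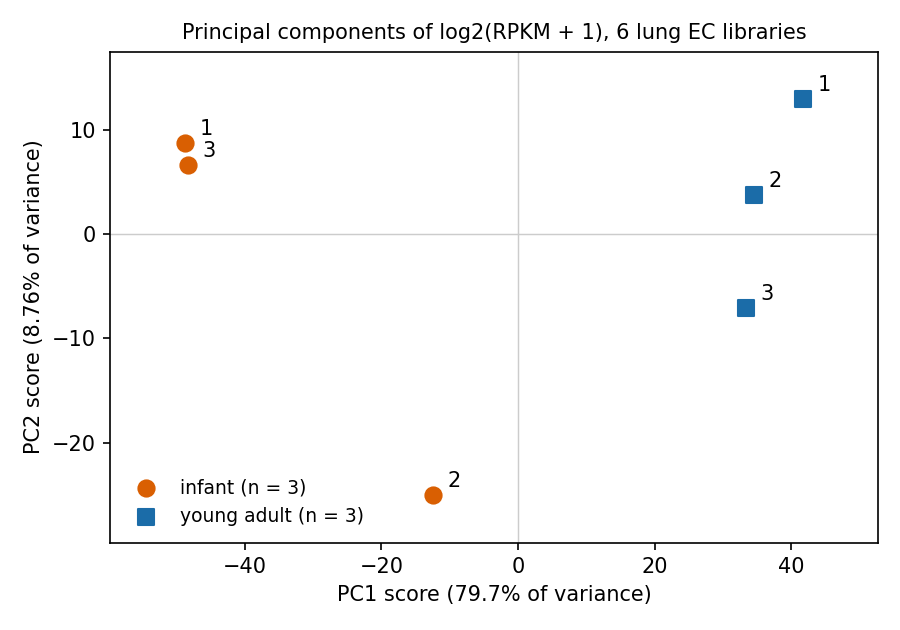
Scores of the 6 libraries on the first (x axis) and second (y axis) principal component of log2(RPKM + 1), without units, with circles for infant and squares for young adult libraries and the replicate number beside each point. Infant replicate 2 lies at -12.4 on the first component, apart from the other infant libraries at -48.8 and -48.3.

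Between the age groups 1424 of 12458 genes were called, 415 higher and 1009 lower in young adult EC (limma, Benjamini-Hochberg adjusted p under 0.05 and over 1.75-fold). In 1419 of the called genes the groups did not overlap. Over all tested genes this held for 43.4%, where chance gives 10%. The count depended most on how the fold threshold was applied, since a test against a fold change of 1.75 itself (limma treat) called 176 genes, 52 higher and 124 lower. Quantile normalization shifted the median log2 fold change of all genes by 0.12, from -0.07 to 0.04, and gave 532 higher and 611 lower genes, so that 46.5% of the calls were higher instead of 29.1%. Leaving out 1 library changed the count by over 1.5 times in 4 fits, to 927 without infant replicate 1, 949 without infant replicate 3, 842 without young adult replicate 1 and 867 without young adult replicate 2. Without infant replicate 2 it rose to 1874. Of the genes called lower, 539 (53.4%) had a mean RPKM under 1 in young adult EC, where the fitted fold change is most understated.

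Among called genes with a mean RPKM of at least 5 and no overlap between the groups, the largest rise was that of Cyp1a1 (chromosome 9, 57687928 to 57703824, transcript NM_001136059), which encodes a cytochrome P450 enzyme. It rose from 0.367 ± 0.252 to 139.9 ± 5.44 RPKM (SD, n = 3 each), a log2 fold change of 6.70 with a standard error of 0.14 and a limma adjusted p of 1.04e-06. The class I histocompatibility genes H2-Q6 (chromosome 17, 35424850 to 35430055) and H2-Q7 (chromosome 17, 35439140 to 35443773) rose by 4.15 and 4.01 on the log2 scale, with adjusted p of 0.000362 and 0.00102. Both are near-identical copies that can share reads, so the value of each is uncertain. Xdh (chromosome 17, 73883895 to 73950397), which encodes xanthine dehydrogenase, rose from 25.5 ± 23.3 to 202.1 ± 28.8 RPKM, a log2 fold change of 3.28 ± 0.50 (SE) at an adjusted p of 0.00529. Gm4951 (chromosome 18, 60212004 to 60248440), a predicted interferon-inducible GTPase with related copies, rose from 0.667 ± 0.379 to 14.4 ± 3.48 RPKM (adjusted p 0.000424).

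Under the same rule, the largest falls were those of 3 fibrillar collagen genes. Col3a1 (chromosome 1, 45311538 to 45349706) fell from 301.8 ± 192.5 to 3.17 ± 1.63 RPKM, a log2 fold change of -6.00 ± 0.57 (SE) with a limma adjusted p of 0.00111. Col1a1 (chromosome 11, 94936224 to 94953042) had a log2 fold change of -5.87 ± 0.53 and Col1a2 (chromosome 6, 4505618 to 4541543) of -5.42 ± 0.56, with adjusted p of 0.000998 and 0.00146. Tnc (chromosome 4, 63959785 to 64047015), which encodes the matrix protein tenascin C, measured 180.7, 4.6 and 119.0 RPKM in infant replicates 1 to 3 and at most 0.2 RPKM in young adult EC (log2 fold change -5.41 ± 1.14, adjusted p 0.0154). Its call was lost in 4 of the 6 fits that each left out 1 library. Agt (chromosome 8, 124556587 to 124569706), which encodes angiotensinogen, measured 95.7, 8.7 and 93.9 RPKM in infant and at most 0.3 RPKM in young adult libraries (-5.22 ± 0.80, adjusted p 0.00521). All 5 were lowest in replicate 2 among the infant libraries.

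**Figure D2:**
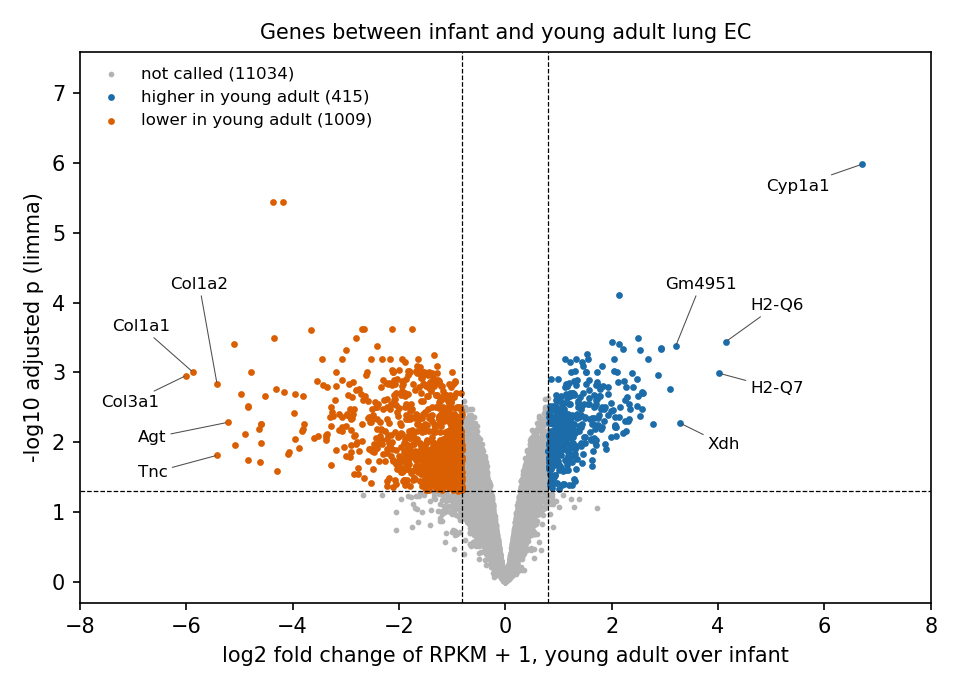
Log2 fold change of RPKM + 1, young adult over infant (x axis), against the negative log10 of the limma adjusted p (y axis) for 12458 genes, 1 point per gene. Dashed lines mark a fold change of 1.75 in either direction and an adjusted p of 0.05, with 415 called genes on the right, 1009 on the left and the 10 genes picked by size of change, level and lack of overlap named.

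To ask whether the arrest of cell division was seen in the transcriptome, genes of the S and G2/M phases were examined. The median log2 fold change of the 89 tested genes was -0.67 (camera adjusted p over the 11 lists 6.98e-06), with 75 genes lower and 14 higher. 34 genes were called, and 37 adjusted over the list alone, all lower. This median moved most with the pseudocount, to -1.17 at 0.1 and -0.26 at 5. Under fry the adjusted p of the list lay just above the threshold of 0.05, and over all alternatives it ranged from 4.17e-12 to 0.52. Ccnb2, a G2/M cyclin gene on chromosome 9 (70407689 to 70421554), measured 7.3, 1.3 and 7.5 RPKM in infant and at most 0.2 RPKM in young adult libraries (log2 fold change -2.23 ± 0.46, adjusted p 0.0145), and its call was lost in 3 of the 6 fits without 1 library. Ccnb1 (-1.68), Cdk1 (-1.49) and Mki67 (-1.82) were called with all 6 libraries and in the fit without infant replicate 2, and lost the call in each of the other 5 such fits. Of the 60 called genes among the 78 whose alternatives were examined, 40 were called in every fit that left out 1 library.

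The repressed list of angiogenic molecules held 16 tested genes and the induced list 9. Both were put together from molecules that the study had named from these libraries and are not its own lists gene for gene. Therefore neither their set test nor a count adjusted over the list alone, which equalled that over all genes, is independent evidence. All 16 repressed genes were called lower, with a median log2 fold change of -1.47 (camera adjusted p 2.74e-09). They ranged from -5.87 for Col1a1 to -0.82 for Fgf10. The receptor gene Tgfbr2 (chromosome 9, 116087695 to 116175363) fell from 23.7 ± 2.91 to 12.6 ± 1.85 RPKM, a ratio of 0.531 and a log2 fold change of -0.86 ± 0.14 (adjusted p 0.0057), and Nid1 (chromosome 13, 13437602 to 13512275), a basement membrane gene, from 80.2 ± 4.99 to 30.9 ± 1.87 RPKM (-1.35 ± 0.10, adjusted p 0.000569). The latent TGFb-binding protein genes Ltbp2 (-4.62), Ltbp3 (-1.02) and Ltbp4 (-0.93) were called, but Ltbp3 and Ltbp4 lost the call in 5 of the 6 fits without 1 library. With a pseudocount of 5, 8 of the 16 were called. Among the fits without 1 library the fewest, 10, were called without young adult replicate 2, Tgfbr2 not among them. All 9 induced genes were higher in young adult EC with adjusted p under 0.05, by a median of 1.08 (camera adjusted p 6.33e-08), and 6 exceeded 1.75-fold. Among these were Vegfa (1.32), Tek (1.25) and Sema3g (1.15). Cd36 (1.08) and Thbd (0.84) were called but lost the call in 5 of the 6 fits without 1 library and under quantile normalization. Smad6 rose from 9.73 ± 1.60 to 16.3 ± 0.954 RPKM, a ratio of 1.67, Smad7 from 6.87 ± 0.702 to 11.1 ± 1.18 RPKM, a ratio of 1.62, and Sema3c by a ratio of 1.60, all under the fold threshold.

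Signalling families were then tested as wholes. The TGFb family did not move as a set (35 genes, median -0.14, camera adjusted p 0.613), with 9 genes called lower and 2 higher, the same numbers when adjusted over the list alone. Its median was -0.25 without young adult replicate 1 and -0.22 without infant replicate 2. Besides the genes above, Tgfb3 (-3.60) and Tgfb2 (-1.83) were called lower, whereas Bmp6 (1.57) and the receptor gene Acvrl1 (0.94, from 258.5 ± 59.8 to 489.4 ± 45.9 RPKM) were called higher. Tgfb2 lost its call in 5 of the fits without 1 library. Acvrl1 lost it without young adult replicate 2 and under quantile normalization. The TGFb list held the inhibitory Smad6 and Smad7, which were higher, beside ligands and receptors. A test for a shift in a common direction therefore does not test inhibition of the pathway. The study also based that inhibition on an upstream regulator analysis and on lower SMAD phosphorylation in adult lung tissue. NOTCH signalling (22 genes, median -0.03, camera adjusted p 0.962) gave Dll1 (1.51) higher and Notch3 (-1.02) and Heyl (-2.07) lower, and its median changed sign without young adult replicate 2 (0.03) and under each planned scaling. The median itself was -0.12 without young adult replicate 1, -0.10 without infant replicate 3 and -0.07 without young adult replicate 3. Relative to the median of all genes it was 0.04 as deposited, and among the scalings quantile normalization alone changed the sign of that value (-0.03), as did leaving out young adult replicate 1 or infant replicate 3. Semaphorin signalling (22 genes, median -0.17, camera adjusted p 0.962) gave Sema3g higher and Sema5a, Plxnb1 and Plxnb2 lower, with a median of -0.09 without infant replicate 1, -0.07 without young adult replicate 2 and -0.25 without young adult replicate 1. Counts adjusted over the list alone were equal for both.

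The VEGF family was higher as a set by a small margin (10 genes, median 0.15, 6 higher and 4 lower, camera adjusted p 0.0426). That p was 0.0829 without infant replicate 2, 0.0959 without infant replicate 3 and 0.0575 without young adult replicate 3, and it ranged from 9.40e-08 to 0.23 over all alternatives. Vegfa (chromosome 17, 46016993 to 46032377) rose from 6.2 ± 0.361 RPKM to 19.4, 16.8 and 14.9 RPKM in young adult replicates 1 to 3 (log2 fold change 1.32 ± 0.11, adjusted p 0.000958) and Vegfc rose by 1.28, while Pgf was lower (-1.60). These 3 calls were the same when adjusted over the list alone, and that of Pgf was lost in 5 of the 6 fits without 1 library. Flt1, which encodes the decoy receptor VEGFR1, rose from 24.4 ± 2.95 to 31.5 ± 0.462 RPKM (0.37 ± 0.11, adjusted p 0.0424, under the fold threshold), and its adjusted p was above 0.05 in 5 of the 6 fits without 1 library. Kdr, which encodes VEGFR2, measured 239.5 ± 36.7 and 240.7 ± 59.6 RPKM (-0.01 ± 0.20, adjusted p 0.98). Its sign changed under 2 of the scalings and with array weights, and the log2 fold change of Kdr was 0.11 without infant replicate 2, 0.10 without young adult replicate 1 and 0.07 without young adult replicate 2. The log2 ratio of Flt1 to Kdr was -3.24 ± 0.06 in infant and -2.87 ± 0.33 in young adult EC (SD, n = 3 each), a difference of 0.37 (exact two-sided permutation p 0.3). The smallest p this design allows is 0.1, so the test could not pass 0.05. Young adult replicate 3, at -3.24, lay among the infant libraries at -3.19, -3.31 and -3.22, and without it the difference was 0.56.

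Extracellular matrix genes were lower in young adult EC (44 genes, median -1.96, 42 lower and 2 higher, camera adjusted p 3.86e-15). 35 were called, and 36 adjusted over the list alone, all lower. The median was -2.46 without infant replicate 2. Among them the basement membrane collagen genes Col4a1 and Col4a2, neighbours on chromosome 8, had log2 fold changes of -1.39 ± 0.13 and -1.34 ± 0.13. Genes induced by interferon were higher in 43 of 43 cases (median 1.30, camera adjusted p 1.92e-25), with 38 called by either adjustment. Antigen presentation genes were higher in 21 of 22 cases (median 1.82, camera adjusted p 3.86e-15). 20 were called higher, and adjusted over the list alone 1 further gene was called lower. B2m (chromosome 2, 122147687 to 122153082) rose from 756.8 ± 352.9 to 2835 ± 606.6 RPKM (1.98 ± 0.35, adjusted p 0.00847). Class I genes of this list can share reads between copies, which was not tested. DNA methylation enzymes were lower (17 genes, median -0.34, 12 lower and 5 higher, camera adjusted p 0.0357), with 5 called lower by either adjustment. Without infant replicate 2 that p was 0.082, and it ranged from 0.00568 to 0.32 over all alternatives. Dnmt3a (-1.11), Gadd45a (-1.13), Tet1 (-0.87) and Uhrf1 (-1.14), which the study had named on these libraries, were among the called genes, although Tet1 lost the call without infant replicate 1 and Uhrf1 in 4 of the 6 fits without 1 library. Under fry all of the 11 lists but the cell cycle and the semaphorins were under 0.05, and with an estimated correlation none was, the lowest adjusted p being 0.23. Before adjustment 1 list, the induced angiogenic molecules, was under 0.05 with the estimated correlation.

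**Figure D3:**
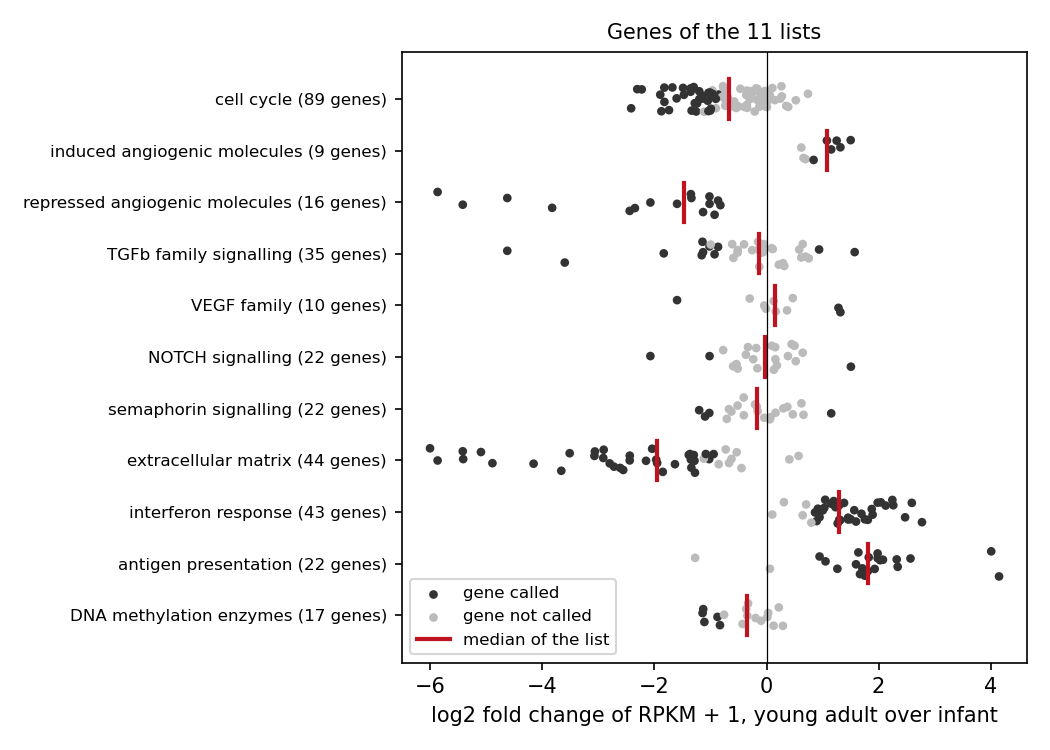
Log2 fold change of RPKM + 1, young adult over infant (x axis), of each tested gene of the 11 lists (y axis, with spread added at random within a row), dark where the gene was called and grey where it was not, with a red line at the median. The medians run from -1.96 for the extracellular matrix to 1.82 for antigen presentation.

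Markers of cell types were measured to describe what the sorted cells held. The 16 endothelial markers had a median of 207.6, 293.7 and 208.3 RPKM in infant replicates 1 to 3 and of 257.4, 258.7 and 273.7 RPKM in young adult replicates 1 to 3, and rose by a median of 0.39 (camera adjusted p over the 15 further lists 0.00046). 1 was called higher, and 2 adjusted over the list alone. Pecam1, which encodes the sorting marker CD31, rose by 0.69 ± 0.21 (adjusted p 0.0513), and Cd34, the other sorting marker, had a log2 fold change of -0.64 ± 0.17 (adjusted p 0.0301, under the fold threshold). Markers of other cell types were present in infant libraries and mostly lower in young adult libraries. Fibroblast markers had a median log2 fold change of -2.99 (14 of 14 lower, 13 called and 14 adjusted over the list alone, camera adjusted p 2.73e-09) and mural cell markers of -2.61 (14 of 14 lower, 13 called by either adjustment, camera adjusted p 2.73e-09). Erythroid markers had a median of -4.60 (7 of 7 called lower, camera adjusted p 1.65e-05) and leukocyte markers of -1.23 (17 of 18 lower, 6 called and 10 adjusted over the list alone, camera adjusted p 0.00179). For epithelial markers the median was -0.67 (12 of 13 lower, 4 called lower and 1 higher by either adjustment, camera adjusted p 0.0388). Platelet (4 genes, 0.03, camera adjusted p 0.831) and lymphatic endothelial markers (5 genes, -0.30, 1 called higher by either adjustment, camera adjusted p 0.63) did not move as sets. The platelet median changed sign under rescaling without the globin genes, but not relative to the median of all genes. Of the 2 mesothelial markers tested, both were called lower, with a median of -1.97. Ptprc, whose protein was used to exclude leukocytes, measured 4.2, 3.0 and 7.0 RPKM in infant and 0.2, 1.0 and 1.8 RPKM in young adult libraries. The fibroblast marker Pdgfra measured 87.2, 2.6 and 66.8 RPKM in infant replicates 1 to 3 and 0.2, 0.6 and 0.5 RPKM in young adult replicates 1 to 3. Its call was lost in 5 of the 6 fits without 1 library, all but that without infant replicate 2.

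**Figure D4:**
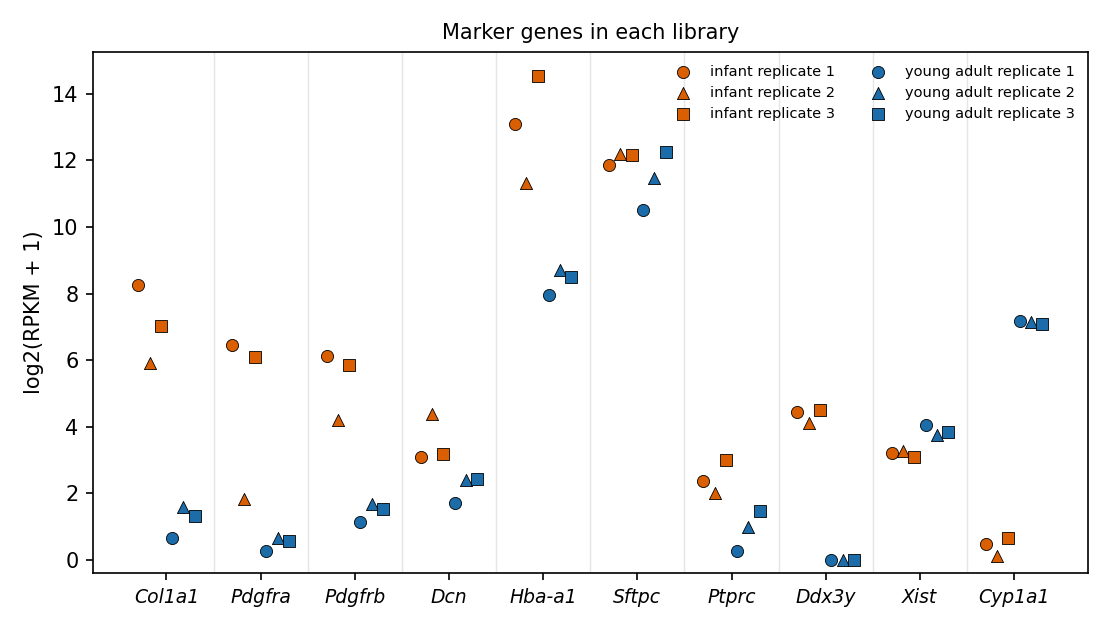
Level of 10 genes in each library as log2(RPKM + 1) (y axis), with 1 point per library, orange for infant and blue for young adult, and circles, triangles and squares for replicates 1, 2 and 3. Col1a1, Pdgfra and Pdgfrb are lower in infant replicate 2 than in the other infant libraries, Dcn is higher in it, and Ddx3y is at 0 in all young adult libraries.

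Among EC subtypes, markers of general capillary EC were higher in young adult libraries (8 of 8 genes, median 1.02, camera adjusted p 2.07e-05, 4 called and 5 adjusted over the list alone). Venous markers had a median of 2.03 (7 genes, camera adjusted p 3.20e-06), with 5 called higher and Nr2f2 called lower (-1.55) by either adjustment. Markers of aerocytes, the large capillary EC of the gas exchange surface (8 genes, -0.18, camera adjusted p 0.924, 1 called higher by either adjustment), and of arteries (8 genes, -0.07, camera adjusted p 0.63, 2 called lower by either adjustment) did not move as sets. Differences between the subtypes were not tested. The arterial median changed sign when each library was rescaled to 1000000. An imprinted gene network of 13 tested genes was lower in young adult libraries (median -1.19, 12 lower, 9 called by either adjustment, camera adjusted p 2.07e-05). In infant replicate 2, 11 of the 13 were below both other infant libraries, as were 21 of the 27 fibroblast and mural markers. Whether this fall lies in EC or in mesenchymal cells of the infant sorts therefore stays open. Genes of the dissociation response, which tissue digestion induces, were lower (28 genes, median -0.72, 23 lower, camera adjusted p 0.00171), with 12 called lower and 1 higher over all genes and 13 lower and 1 higher adjusted over the list alone. The 4 Y-linked genes (camera adjusted p 1.27e-06) were all called by either adjustment and were listed at 0 in all young adult libraries. Of the inactive X markers only Xist could be tested, and it rose from 8.17 ± 0.551 to 13.8 ± 1.59 RPKM, under the fold threshold. Of these further lists, the endothelial, epithelial and leukocyte lists passed camera but not fry, and with an estimated correlation none of the 15 had an adjusted p under 0.05.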

Values the study reported

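The study compared lung EC of infant mice (p8 to p10) with those of adult mice (8 to 12 weeks). It reported 2,216 differentially expressed genes. Genes counted as regulated above 1.75-fold, and it placed the rise of Flt1 below 1.75x. It gave an average transcriptome coverage of 37.8 ± 4.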

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

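A total of 27 alternatives were tried, each for the results it applies to, and the further 15 lists were recomputed only under the scalings and the set tests. Of the alternatives, 3 (every transcript row, the mean over the transcript rows of a gene, and rescaling without the globin genes) were chosen after seeing the data. edgeR and DESeq2 were not run, since the table holds RPKM and no counts can be recovered from values rounded to 1 decimal. A filter on the mean RPKM left out some genes with a low mean, which have no value there. The unknown depth limits the genes of low RPKM most: a pseudocount of 5, which damps them, gave 578 called genes, 240 higher and 338 lower, and all 578 were among the 1424. At a pseudocount of 0.1 there were 1957.

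Thresholds changed the counts by construction. Without a fold minimum 3176 genes were called, 1154 higher and 2022 lower, against 716 at an adjusted p under 0.01 (439 lower) and 176 with limma treat (52 higher and 124 lower). Rescaling each library to 1000000, which also lowers the weight of the pseudocount, raised the higher genes to 629 and the lower genes to 1334. Quantile normalization reduced the lower genes to 611. The cause of the latter was not tested. Across the 6 fits that each left out 1 library the calls ranged from 842 to 1874 in total and from 514 to 1308 among the lower genes. Fewer libraries alone lower the count, and it rose only without infant replicate 2. In each alternative more genes were called lower than higher.

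Of the 11 lists of the study's comparisons, all but NOTCH and the semaphorins had a median of the same sign in every alternative tried for them. The NOTCH median was 0.11 with the filter on the mean RPKM, 0.046 after rescaling to 1000000, 0.016 with median-of-ratios rescaling and 0.017 with quantile normalization, the only one of these scalings to change its sign relative to the median of all genes (-0.03), and it ranged from -0.12 to 0.028 over the fits without 1 library. The semaphorin median was 0.0086 over every transcript row. The VEGF family lost its significance with a median of 0.078 under the filter on the mean RPKM, 0.29 after rescaling to 1000000, 0.18 with median-of-ratios rescaling, 0.41 with quantile normalization and 0.13 with array weights, and its median ranged from 0.14 to 0.17 over the fits without 1 library, 3 of which lost it. DNA methylation enzymes lost it with array weights (-0.38) and over every transcript row (-0.33), and in 1 of the fits without 1 library, over which the median ranged from -0.42 to -0.30. The causes were not tested.

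Other set tests leave the medians as they are. Under fry the cell cycle list (-0.67) no longer passed, and the TGFb family (-0.14) and NOTCH (-0.034) did. As used here, fry asks whether a list's genes shift in a common direction, and not whether they differ from other genes. With an estimated correlation none of the 8 lists that passed did so: cell cycle (-0.67), induced (1.08) and repressed (-1.47) angiogenic molecules, VEGF family (0.15), extracellular matrix (-1.96), interferon response (1.30), antigen presentation (1.82) and DNA methylation enzymes (-0.34). The camera results therefore depend on the assumed correlation.

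The replicate numbers share only a label between the groups, as deviations from the group means of same-numbered libraries correlated across genes at 0.03, -0.11 and -0.02. With a replicate block 1371 genes were called, 412 higher and 959 lower, of which 1338 were among the 1424. The VEGF family (0.15) did not pass with the block, and Ltbp4 was not called.

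Among the 78 named genes, 111 results over 20 alternatives lost their call, 9 gained one and 11 changed sign. The sign changes were those of Kdr and Nrp1, both close to 0: 0.080 and 0.049 after rescaling to 1000000, 0.059 and 0.028 with median-of-ratios rescaling, 0.036 and 0.052 with array weights, and from -0.20 to 0.11 and from -0.15 to 0.14 over the fits without 1 library. The Flt1 to Kdr difference stayed between 0.33 and 0.39 over 3 other pseudocounts and between 0.26 and 0.56 over the fits without 1 library.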

Other observations

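The tests on the Y-linked genes and on sex as a source of the called genes, on the position of infant replicate 2 and on the source of the cell cycle genes were chosen only after their results were seen. Lyve1, Sftpc, Scgb1a1, Dcn, Lum, Nid1, Col4a1 and Tgfbr2 were singled out in this part after their values were seen.

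The number of genes called here was 1424. That is lower than the value quoted from the study above. The test and the unit differ from those of the study, which does not state whether its p was adjusted or how transcripts were summed up to genes, and without a fold minimum 3176 genes passed here. Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many called genes. The other 9 gave 0, with between 67 and 493 genes at an unadjusted p under 0.05 against 5032 for the real split. With 10 splits the share of splits cannot fall under 0.1, so chance cannot be ruled out by this count alone.

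Infant replicate 2 lay between the other infant libraries and the young adult libraries. Of the genes called lower in young adult EC, 786 of 1009 (77.9%) were below both other infant libraries in it, and 345 of the 415 called higher (83.1%) were above both, where all tested genes gave 35.6% and 35.7%. An admixture of young adult RNA would need a single share for all genes. Among genes called without this library, the 566 higher ones needed a median share of 30.9% (bootstrap interval over genes 28.5 to 34.2) and the 1308 lower ones 68.2% (65.6 to 70.2). The Y-linked genes, listed at 0 in all young adult libraries, measured 16.5 (Ddx3y) and 19.3 RPKM (Eif2s3y) in infant replicate 2 against 20.6 and 15.1 RPKM in replicate 1, and Cyp1a1 measured 0.1 RPKM against 133.7 RPKM or more in young adult EC. The unequal shares argue against such an admixture. Fewer mesenchymal cells in that sort are a candidate explanation for the lower genes: 21 of the 27 fibroblast and mural markers were below both other infant libraries in it. Dcn (19.9 RPKM against 7.6 and 8.0) and Lum (14.4 against 4.1 and 4.7) went the other way. Interferon genes were above both other infant libraries in 40 of 43 cases, by a median of 0.78 on the log2 scale, against 0.38 for the endothelial markers, so fewer mesenchymal cells alone do not account for them. A younger or older litter, or a different response to sorting, was not tested. The call of 1385 of the 1424 genes remained when this library was left out, and 1874 genes were called. The difference between the age groups therefore did not depend on this library. Because the library lay between the groups, a rise without it was foreseeable and is no further evidence. Without infant replicate 1 and 3 the numbers of shared calls were 886 and 897.

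Lower matrix and angiogenic genes in young adult EC may in part reflect mesenchymal cells, or their RNA, in the infant sorts. The study controlled the purity of its sorts by quantitative PCR of marker genes, whose values were not analysed here. Fibroblast markers had a median log2 fold change of -2.99 and mural markers of -2.61, against -1.47 for the 16 repressed angiogenic genes, and abundant ones measured in infant replicates 1 to 3, in RPKM, 482.5, 99.4 and 323.6 (Col3a1), 305.6, 59.2 and 128.5 (Col1a1) and, among mural markers, 60.8, 17.8 and 74.4 (Acta2) and 69.4, 17.4 and 57.1 (Pdgfrb). Within the infant group 15 of the 16 repressed genes were below both other infant libraries in replicate 2. So were 37 of the 44 matrix genes and 21 of 27 markers. The same held for 786 of all 1009 genes called lower. This order therefore cannot tell mesenchymal cells from another difference that sets replicate 2 apart. Of the 14 fibroblast markers, 7 were at 1 RPKM or more in every young adult library, 9 are also on another list and 2 were named by the study from these libraries. For the 14 mural markers these numbers were 9, 2 and 1. Some genes moved little within the infant group and still changed between the groups, among them Nid1 (83.8, 74.5 and 82.3 RPKM), Col4a1 (201.8, 184.8 and 159.8 RPKM) and Tgfbr2 (24.6, 20.4 and 26.0 RPKM), although single genes in 1 library decide nothing. By camera the TGFb family as a set was not lower than other genes (median -0.14, adjusted p 0.613). It did pass fry (adjusted p 0.0201), with 23 of its 35 genes lower and 12 higher. The list mixes ligands and receptors with the inhibitory Smad6 and Smad7, so neither set test measures inhibition of the pathway. Expression of the matrix, angiogenic and TGFb family genes by infant EC themselves, the age effect that the design names, stays open. It was not tested, since the libraries hold sums over all sorted cells.

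Cell cycle genes followed the same order. In infant replicate 2, 71 of the 89 were below both other infant libraries, and their median was 1.9 RPKM against 4.6 and 4.4 in replicates 1 and 3 and 1.2 to 1.3 in young adult libraries. Whether the dividing cells were EC or other cells of the sort cannot be told apart from these libraries, because any difference that sets replicate 2 apart would give the same order. The study measured division separately, by EdU incorporation in lung cells gated as EC. It reports that proliferation had almost fully stopped in adult EC.

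Higher immune genes in young adult EC were not accompanied by leukocyte markers. Their median log2 fold change was -1.23 with 17 of 18 lower, Ptprc and Coro1a among them, which argues against leukocytes in the young adult sorts as the source. None of the 18 is on another list, and 6 were at 1 RPKM or more in every young adult library. A change of interferon genes in EC with age is then one open explanation. Exposure of the animals to microbes or a difference in housing was not tested.

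Sex differed between the groups as far as the transcripts show. The 4 Y-linked genes, whose fitted median log2 fold change of -3.44 depends on the pseudocount, were present in all infant libraries (Ddx3y at 20.6, 16.5 and 21.9 RPKM) and listed at 0 in all young adult libraries. Xist, which is transcribed from the inactive X chromosome, was present in all 6, at 8.2, 8.7 and 7.6 RPKM in infant and 15.6, 12.5 and 13.4 RPKM in young adult libraries. These values are consistent with infant libraries pooled from both sexes and young adult libraries from females. The methods of the study name female mice and the labels give no sex. Apart from 4 called genes on chromosome Y and 40 on X, 1369 of the called genes lay on other chromosomes and 11 had no matched chromosome. In a pool of both sexes, a difference of sex alone can raise a gene by no more than the inverse of the female share, for which Xist gives at most 2.05-fold between any infant and any young adult library. Of the 415 genes called higher, 317 (76.4%) had a ratio of mean RPKM above that, which argues against sex as their whole cause, provided that the level of Xist in female cells did not change with age, which was not tested. A stricter comparison of single libraries gave 124 of the 415. In these the lowest young adult library was above 2.05 times the highest infant library. The 98 genes not above the limit by means stay open. By the stricter comparison all but the 124 do. For the 965 genes called lower on chromosomes other than X and Y there is no such limit, and sex and age cannot be told apart, because every infant library differs from every young adult library in both.

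Genes of the dissociation response were lower in young adult EC (median -0.72). Immediate early genes carried this (17 of 19 lower, median -0.86, for instance Fos at 318.4, 193.0 and 330.0 RPKM in infant and 81.6, 59.3 and 67.6 RPKM in young adult libraries), whereas the 9 heat shock genes went both ways. Fos, which the study counted among DNA methylation modifiers, belongs to this list. An unequal response to the digestion and an age effect on the same genes cannot be told apart, since handling was not recorded apart from age.

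Globin transcripts took up to 23.5% of the RPKM total of a library. After rescaling without the 4 globin genes 1353 of the 1424 genes remained called and 1528 were called in all, which argues against a few abundant genes as the cause of the difference. Sftpc, an alveolar epithelial gene, measured 3733.9, 4683.1 and 4583 RPKM in infant replicates 1 to 3 and 1450.9, 2826.7 and 4883.1 RPKM in young adult replicates 1 to 3. In the same order, Scgb1a1, an airway epithelial gene, measured 2470.7, 6286, 3560.6, 258.1, 1764 and 3138.3 RPKM. Lyve1, whose protein was used to exclude cells from the sort, rose from 107.6 ± 55.7 to 319.1 ± 72.4 RPKM (log2 fold change 1.65, limma adjusted p 0.0132, call lost without young adult replicate 1 and without young adult replicate 2).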
